A study of Mus musculus with 12 samples.

How the data were processed

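The data were bulk liver RNA-seq libraries from 12 mice, 3 in each combination of sex and mode of conception. Per the labels' protocols, RNA was extracted with TRIzol, libraries were made with a KAPA kit for messenger RNA and sequenced on an Illumina NextSeq 500, and livers came from naturally conceived and IVF offspring. The labels mention collections at 12 and 39 weeks, and all libraries analysed here were labelled 39 weeks. The values were whole-number counts of reads per gene symbol, as deposited by the authors in a single table with 1 column per library. The aligner, the counting tool, the genome build, the annotation, the use of strand and the treatment of reads that match several genes were not stated in the labels. That leaves open how reads were divided within families of near-identical genes, such as major urinary proteins and sulfotransferases. Columns were assigned by their names, which equal the sample titles, and each sample's group came from its labels. Replicate numbers were given in accession order and pair no samples.

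Of 24527 gene symbols, 5498 had no count in any library. The table had 0 entries that name no gene and held no mitochondrially encoded transcripts, so that a list of those was not tested. The 45S ribosomal RNA precursor Rn45s took from 0.190% (95% Wilson interval 0.187 to 0.194) to 3.76% (3.75 to 3.77) of a library's counts. It was kept, and leaving it out was an added alternative. Intervals and floors cover counting error only, since reads without molecular identifiers are not independent molecules. Symbols were matched to GENCODE release M21 (GRCm38) for positions, transcript length and GC content. This matched 23761 by symbol and 355 by a synonym, and 411 were not matched. The positions given are those of that annotation, since the authors' build was not stated.

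The main test was edgeR's quasi-likelihood test (edgeR 4.0.16, R 4.3.3) on the deposited counts, with filterByExpr by group, TMM normalization and 1 model over all 12 libraries with a mean for each group. Contrasts were IVF against natural in females and in males, their difference, their average, and male against female in each mode of conception. A gene was called at a Benjamini-Hochberg adjusted p-value under 0.05. CPM are TMM-scaled, except those of Xist and the Y-linked genes in the sex check, which use total counts. Standard errors are the log2 fold change divided by the root of the test's F statistic. A gene was named by a rule set in advance. Among called genes with a mean of at least 50 normalized counts in the higher group and no overlap between the groups' libraries, the 3 largest increases and the 3 largest decreases were taken for each contrast. Where no gene qualified, the 2 of smallest unadjusted p-value that met the other conditions were taken. Genes outside this rule are named as chosen after their values were seen. Where all libraries of a group had at most 3 counts, a fold change was computed against that floor as a lower bound.

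Gene lists, 21 of liver pathways and sex-biased or imprinted genes and 13 of other cell types and tissues, were written before the data were examined. Those with at least 5 genes passing the filter, 20 and 10, were tested as separate families with limma 3.58.1 on log2 CPM with a prior count of 2, using camera with a preset correlation of 0.01, camera with an estimated correlation, and fry. A list's score in a library is the mean over its genes of log2 CPM minus the gene's mean over the 12 libraries. Scores were compared with two-sided exact permutation tests, for which 3 against 3 cannot give a p-value under 0.1.

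Alternatives fixed in advance were DESeq2's size factors, library size alone, no filter on low counts, a mean of at least 1 CPM, DESeq2 1.42.0, limma voom, robust dispersion estimates, an adjusted p-value under 0.1, a log2 fold change of at least 1 as well, a surrogate variable from sva 3.50.0, fits to the 6 libraries compared, and leaving out each library in turn. Added after the data were seen were a covariate for the 2 shallow libraries, an offset from a loess fit (span 0.5) to GC content for each library, both together, voom with quality weights, and leaving out Rn45s. GC content was known for 13109 of the tested genes, or 99.3%.

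The model code was tested on simulated counts with the real means and library sizes and 200 genes changed in females. Among 13096 genes, edgeR recovered 10.4% of those changed 2-fold, 81.5% of those changed 4-fold and 81.8% of those changed 8-fold, and called 3 unchanged genes. The interaction recovered 40.5% of the changed genes. DESeq2 recovered 69.0% of all changed genes but called 36 unchanged genes among 13204, which is why its added calls are given as an alternative only. All 3 list tests called the list that had been raised and 0 others. The simulated genes varied independently of each other, so this could not test the preset correlation on lists whose genes vary together. The GC offset reduced an added trend from a Spearman rho of -0.69 to -0.0049. A test of the source of the Xist counts in 1 male library was run and is not reported.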

Results

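Messenger RNA from the liver was sequenced in 12 mice aged 39 weeks, bred from CF1 females and B6SJL males. The animals had been conceived naturally or by in vitro fertilization (IVF), in which eggs are fertilized outside the body before transfer to a recipient female. Each mode of conception was represented by females and males, which gave 4 groups with n = 3 libraries each. The study asked how IVF affects the adult liver transcriptome and whether its effects differ by sex. The deposited table held counts for 24527 gene symbols. Total counts ranged from 6826534 to 22073863 in IVF females, 8056230 to 23430136 in natural females, 14002847 to 21762008 in IVF males and 23448074 to 27832271 in natural males. A set of 13204 genes passed the filter on low counts, and these held at least 99.6% of the counts of each library. A count of 0 allowed a level of up to 0.439 CPM (counts scaled to the library total) in the smallest library and 0.108 CPM in the largest, from counting error only.

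The sex labels were checked first. Xist, the noncoding RNA of the inactive X chromosome, ranged from 822 to 1336 CPM in the 6 female libraries and from 0.036 to 1.24 CPM in the 6 male libraries. The Y-linked genes Ddx3y, Uty, Kdm5d and Eif2s3y together had 2396 to 4257 counts per male library and 0 to 2 counts per female library. All 12 libraries matched their labelled sex.

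Libraries of one group differed by far more than sampling noise. The chi-square statistic per degree of freedom between libraries of one group was at least 84.0, so no pair was the same library sequenced again. Pearson's r of log2 CPM between libraries of one group, taken across genes, was at least 0.969 in males and fell to 0.926 in females. The first principal component held 40% of the variance and separated the sexes. The second held 20.3% and set 2 female libraries apart from the other 4. These were IVF female replicate 1, and natural female replicate 2, the libraries with the smallest totals, called shallow from here on. Their deviations from their group means correlated across genes with r = 0.63, against a median of -0.028 over the other pairs of libraries from different groups. The highest of those, IVF female replicate 3 with natural female replicate 1, had 0.54. Compared with the other female libraries they held fewer counts of genes rich in G and C: the median log2 difference was 0.33 in the fifth of the genes with the lowest GC content and -0.56 in the fifth with the highest. One of these libraries was in each female group, so that the difference in depth did not coincide with the mode of conception.

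**Figure D1:**
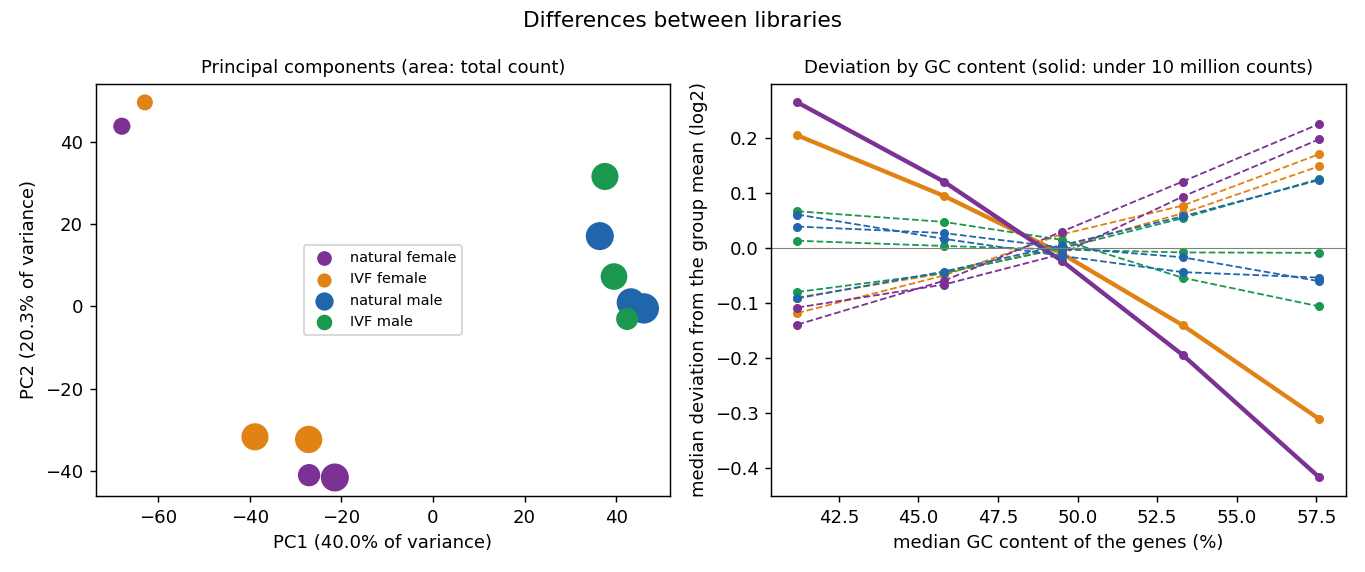
Left, first and second principal components of log2 CPM for the 12 libraries, coloured by group, with the area of a point proportional to the total count. Right, median deviation of each library from its group mean (log2) in 5 bins of genes by GC content (%), with solid lines for the 2 shallow libraries, which fall as GC content rises.

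The first comparison was of IVF with natural females. No gene passed an adjusted p-value of 0.05 (edgeR's quasi-likelihood test, Benjamini-Hochberg adjustment), and the smallest adjusted p-value was 0.273. At an unadjusted p under 0.05 there were 488 genes among 13204. The libraries of both groups did not overlap for 980 genes, or 7.42%, where chance gives 10%. The alternative that moved this result most was DESeq2's Wald test, which called 4 genes with Benjamini-Hochberg adjustment, 2 higher and 2 lower in IVF females. The genes of smallest unadjusted p-value without overlap were both lower in IVF females. C730036E19Rik, a long intergenic noncoding RNA on chromosome 1 (151138034 to 151142345, GRCm38), had 2.92 ± 0.61 CPM (SD, n = 3) in IVF females and 22 ± 10.4 CPM (SD, n = 3) in natural females. Its log2 fold change was -2.92 ± 0.43 (SE), with an adjusted p-value of 0.273 in edgeR's test with Benjamini-Hochberg adjustment. Col5a2, a collagen gene on chromosome 1 (45374321 to 45503282), had 2.51 ± 0.32 CPM (SD, n = 3) in IVF females and 19.5 ± 14 CPM (SD, n = 3) in natural females. Its log2 fold change of -2.96 ± 0.58 (SE) had an adjusted p-value of 1 in the same edgeR test with Benjamini-Hochberg adjustment, and leaving out natural female replicate 2 moved it to -2.29.

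The same comparison in males gave 1 gene by edgeR's test with Benjamini-Hochberg adjustment, beside 355 genes at an unadjusted p under 0.05. Groups did not overlap for 1177 genes, or 8.91%, against 10% by chance. The gene called was Abcd2, which encodes a peroxisomal transporter of fatty acids and lies on chromosome 15 (91145871 to 91191799). It had 7.71 ± 1.74 CPM (SD, n = 3) in IVF males, from 126 to 146 counts per library, and 0.62 ± 0.095 CPM (SD, n = 3) in natural males, from 11 to 16 counts. The log2 fold change was 3.61 ± 0.35 (SE), with an adjusted p-value of 0.00381 by edgeR's test with Benjamini-Hochberg adjustment. All 3 IVF males lay above all 3 natural males. Leaving out natural male replicate 2 raised this adjusted p-value to 0.0703, and leaving out natural male replicate 3 raised it to 0.0739, with log2 fold changes of 3.52 and 3.57. Over the 7 alternatives for this gene the Benjamini-Hochberg adjusted p-value went from 8.79e-16 in DESeq2 to 0.106 in limma voom. Across all the alternatives and leave-outs the log2 fold change of Abcd2 in males stayed between 3.42 and 3.74. Abcd2 was far higher in females, at 136 ± 51.7 CPM (SD, n = 3) after IVF and 87.2 ± 21.8 CPM (SD, n = 3) after natural conception.

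Several genes outside the naming rule were picked after their values were seen, because DESeq2 called them with Benjamini-Hochberg adjustment and edgeR did not. Ide, which encodes an insulin-degrading protease on chromosome 19 (37268743 to 37337852), had 147 ± 0.41 CPM (SD, n = 3) in IVF males and 89.2 ± 3.13 CPM (SD, n = 3) in natural males. This 1.65-fold difference had an adjusted p-value of 1.07e-09 in DESeq2 and of 1 in edgeR, both with Benjamini-Hochberg adjustment. These are also the lowest and highest of its 7 alternatives. Serpina12 had 6.91 ± 3.05 CPM (SD, n = 3) in IVF females and 1.03 ± 0.71 CPM (SD, n = 3) in natural females. Its log2 fold change was 2.62 ± 0.55 (SE), or 3.45 without natural female replicate 1, with Benjamini-Hochberg adjusted p-values from 0.00423 in DESeq2 to 1 in edgeR.

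The interaction, the IVF effect in males minus that in females, asks whether the sexes respond differently. No gene passed the threshold in edgeR's test with Benjamini-Hochberg adjustment, the smallest adjusted p-value was 0.314, and 511 genes had an unadjusted p under 0.05. The genes ranked first were Abcd2, with a log2 difference of 2.96 ± 0.44 (SE), and Esr1, which encodes estrogen receptor alpha on chromosome 10 (4611593 to 5005614), with -1.73 ± 0.31 (SE). Esr1 had 70 ± 3.79 CPM (SD, n = 3) in IVF females against 34.2 ± 5.76 CPM (SD, n = 3) in natural females. In males it had 13.8 ± 3.13 CPM (SD, n = 3) after IVF and 22.3 ± 4.79 CPM (SD, n = 3) after natural conception. Neither gene was called for the interaction by edgeR. Over all genes, the IVF effect on Abcd2 was thus not shown to differ between the sexes. In females its log2 fold change was 0.64 ± 0.28 (SE). Adjusted over the 41 genes of the female-biased list alone, which holds Abcd2, 3 genes passed for the interaction: Abcd2, Atp6v0d2 and Sult1e1. For Abcd2 the Benjamini-Hochberg adjusted p-value in edgeR was then 0.000975. DESeq2 called 6 genes for the interaction with Benjamini-Hochberg adjustment, Abcd2 and Esr1 among them.

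**Figure D2:**
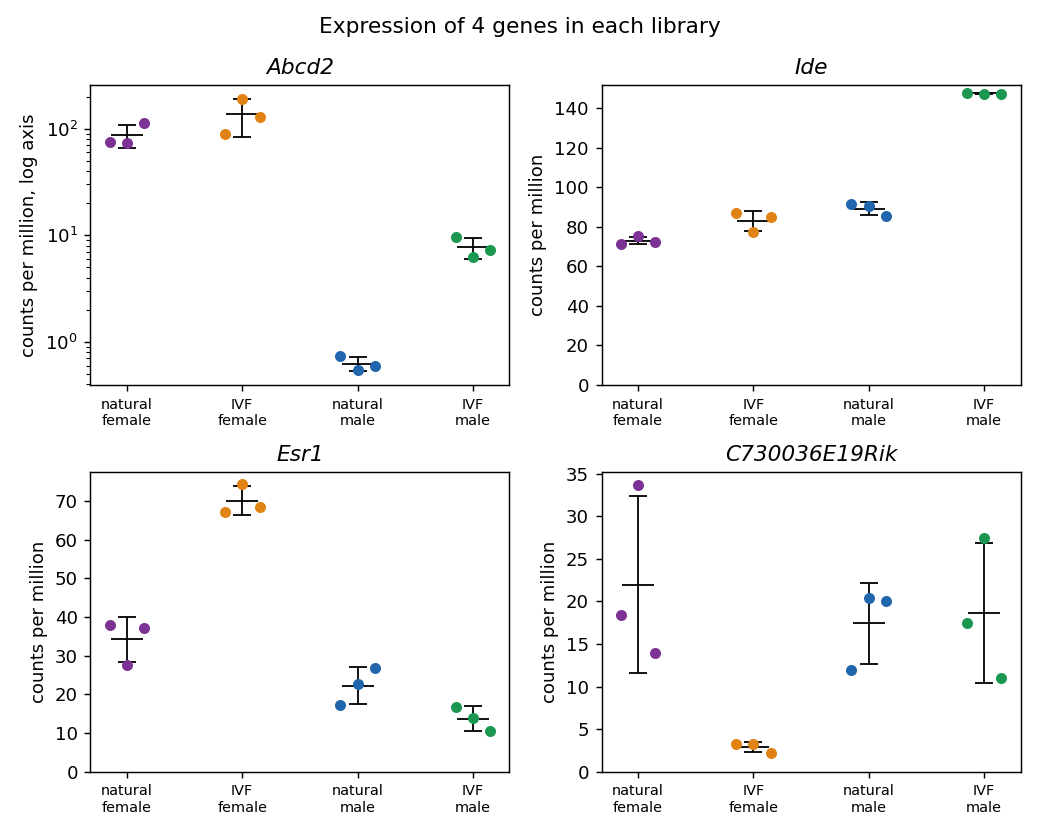
Expression in CPM of Abcd2 (log axis), Ide, Esr1 and C730036E19Rik in each library, by group, with the group mean and SD (n = 3) in black. The IVF males lie above the natural males for Abcd2, at 6.20 to 9.61 against 0.55 to 0.73 CPM.

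The average of both IVF effects was tested as well. Abcd2 was the gene called, with a log2 fold change of 2.13 ± 0.22 (SE) and an adjusted p-value of 0.00943 by edgeR's test with Benjamini-Hochberg adjustment, and 355 genes had an unadjusted p under 0.05. This call was lost in limma voom, under a GC correction and in 4 of the 12 fits that left out 1 library. Those fits left out natural female replicate 1 or natural male replicate 1, 2 or 3. Pearson's r across 13204 genes of the log2 fold changes in females and males was -0.078, and Spearman's rho was -0.060. Noise in fold changes from 3 against 3 libraries brings such a correlation toward 0. These values therefore do not show whether genes moved alike in both sexes. Genes are not independent replicates, so no p-value was given. On genes with a mean of at least 1 CPM, r was -0.38. Leaving out natural female replicate 1 gave -0.21.

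Males and females differed in many genes. Among natural animals edgeR's test with Benjamini-Hochberg adjustment called 234 genes, 118 higher and 116 lower in males, and 2640 genes, or 20%, did not overlap, against 10% by chance. Among IVF animals it called 289, 120 higher and 169 lower, and 2884 genes, or 21.8%, did not overlap. Both comparisons shared 148 called genes, all with the same direction, and 8 of these lay on the X or Y chromosome. A further 86 were called in natural animals only and 141 in IVF animals only, but the interaction test called 0 genes, so these counts show no difference between the modes of conception. Pearson's r across genes of both sex effects was 0.75. DESeq2's Wald test moved the counts most, to 648 and 688. Scaling also moved the balance: by library size alone 88 genes were higher and 422 lower in natural males, and 92 higher and 221 lower in IVF males. Under that scaling the median log2 fold change of all genes was -0.34 in the natural and -0.10 in the IVF comparison, against -0.024 and 0.0077 with TMM.

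The genes with the largest sex differences had no or nearly no counts in one sex, so their differences were lower bounds set by a floor of 3 counts. In natural animals, levels in males were at least 451-fold higher for Ddx3y, at least 169-fold higher for Eif2s3y and at least 71.4-fold higher for Kdm5d, all on the Y chromosome. Sult2a1 and Sult2a2, neighbouring sulfotransferase genes on chromosome 7, were at least 2390-fold and at least 1810-fold lower in males, and A1bg on chromosome 15 at least 2630-fold lower. In IVF animals, levels in males were at least 197-fold higher for Eif2s3y, at least 465-fold higher for Ddx3y and at least 67.8-fold higher for Uty. Sult3a2 was at least 2050-fold lower in IVF males, Sult2a2 at least 1580-fold lower and Sult3a1 at least 5590-fold lower. The adjusted p-value for each of these 12 differences was at most 0.00104 by edgeR's test with Benjamini-Hochberg adjustment. The Sult2a and Sult3a genes have near-identical paralogs, and the labels do not state how reads were divided between them, so their identity is uncertain.

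Gene lists fixed before the data were examined were then compared by limma's camera, with its preset correlation of 0.01 and Benjamini-Hochberg adjustment over 20 lists. In females 10 lists passed, 9 higher and 1 lower after IVF. In males 8 passed, 3 higher and 5 lower. The interaction gave 11 lists and the average 9. With the correlation between genes estimated from the data, or with fry, 0 lists passed in any of these 4 comparisons, and for the female comparison 2 lists and 1 list had an unadjusted p under 0.05 in these tests. For males it was 2 lists in each test, for the interaction 2 and 1, and for the average 1 in each. In males the lowest was the list of NRF2 and glutathione genes, higher after IVF with a median of 0.15. Its unadjusted p-values were 0.00904 in camera with an estimated correlation and 0.0118 in fry. With Benjamini-Hochberg adjustment they were 0.133 and 0.235. The same list was the 1 for the average. The calls of the preset test on IVF are therefore given as descriptions.

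Genes of cholesterol biosynthesis had a median log2 fold change of 0.97 in females, with 25 of 25 genes higher after IVF, and -0.22 in males, with 1 of 25 higher. In single animals the groups overlapped. The mean log2 score of the list was 0.30 ± 0.71 (SD, n = 3) in IVF females and -0.69 ± 0.64 (SD, n = 3) in natural females, with a two-sided exact permutation p of 0.2, where 0.1 is the smallest that 3 against 3 allows. Leaving out IVF female replicate 2 moved the median to 1.46, and leaving out natural female replicate 1 moved it to 0.68. No gene of the list was called over all genes or when adjusted over the list alone, and 6 had an unadjusted p under 0.05. Interferon-stimulated genes had a median of 0.57 in females, with 32 of 35 higher, and -0.22 in males, with 7 of 35 higher. Their scores did not overlap in females, at 0.44 ± 0.41 (SD, n = 3) against -0.17 ± 0.14 (SD, n = 3), with an exact permutation p of 0.1. In males the exact permutation p was 0.3, and leaving out natural male replicate 2 moved the median to -0.098 and lost the call. Genes of the acute phase response had a median of -0.90 in males, with 1 of 30 higher after IVF, and 0.24 in females. Their score was -0.32 ± 0.34 (SD, n = 3) in IVF males and 0.64 ± 0.74 (SD, n = 3) in natural males, with an exact permutation p of 0.2. The natural males with the high scores were replicate 2, at 1.20, and replicate 3, at 0.92, while replicate 1 had -0.20. Leaving out natural male replicate 2 moved the median to -0.59. By edgeR's test, 0 genes of this list were called in males over all genes, 5 when adjusted over the list alone and 13 at an unadjusted p under 0.05.

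**Figure D3:**
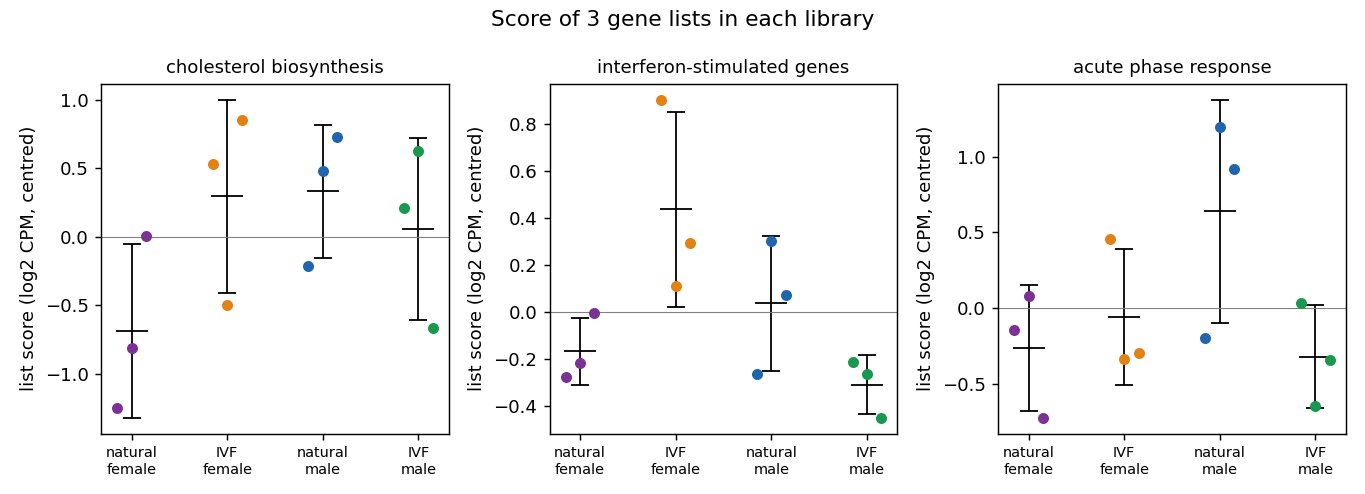
Mean log2 CPM of 3 gene lists in each library, each gene centred over the 12 libraries, with the group mean and SD (n = 3) in black. IVF and natural animals overlap within each sex for cholesterol biosynthesis, and natural male replicates 2 and 3 are highest for the acute phase response, at 1.20 and 0.92.

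Lists of sex-biased liver genes separated the sexes in both modes of conception. Female-biased genes had a median log2 fold change, male against female, of -4.47 in natural and -4.29 in IVF animals. Male-biased genes had medians of 2.38 and 2.47. These came from log2 CPM. Fold changes fitted by edgeR gave -4.11 and -4.33 for female-biased genes, the same with genes at the floor set to their bound. For male-biased genes they gave 2.37 in both comparisons, or 2.33 and 2.37 with bounds. These lists also passed with an estimated correlation and with fry. In natural animals 8 lists passed camera's preset test and in IVF animals 7. Under the estimated correlation 2 passed in each comparison, and under fry 2 in natural and 5 in IVF animals. In natural animals edgeR called 30 of 41 female-biased genes over all genes, and 35 when adjusted over the list alone. In IVF animals these numbers were 34 and 41. Abcd2 belonged to the female-biased list and was its 1 member called between IVF and natural males, over all genes and when adjusted over the list alone. The list as a whole was not called in males, where 19 of 41 genes were higher after IVF, with a Benjamini-Hochberg adjusted p-value of 0.905 in camera. In females camera's preset test did call it, with 32 of 41 genes higher after IVF and a median of 0.34. There the Benjamini-Hochberg adjusted p-value was 1.4e-05 in camera, but 0.249 with an estimated correlation and 0.461 in fry. Imprinted genes, whose expression depends on the parent of origin, had a median log2 fold change of 0.0017 in females, with 24 of 45 higher after IVF, which turned to -0.049 by library size alone as the median of all genes moved from -0.015 to -0.084. In males it was -0.043, with 20 of 45 higher, which turned to 0.088 under that scaling as the median of all genes moved from 0.0098 to 0.14. These turns thus followed all genes. No imprinted gene was called between IVF and natural animals of either sex by edgeR's test.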

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

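The results in this part were picked after they were seen. The gene lists and their tests by camera and fry were fixed in advance. So were the scaling by library size alone and the fits that left out 1 library. The other tests here were chosen after the results were seen. Lists are shown here because the test of the difference between the sexes itself passed its threshold under limma's camera with the preset correlation. There were 11 such lists among 20. The difference is the IVF effect in males minus the IVF effect in females, as the median log2 value over the genes of a list. Cholesterol biosynthesis had -1.29, the acute phase response -0.99 and interferon-stimulated genes -0.86, and these had the largest differences in size. Leaving out IVF male replicate 3 moved the cholesterol value to -0.81. With a clock index as a covariate it was -0.10 and its call was lost, with a Benjamini-Hochberg adjusted p-value of 0.304 in camera, and interferon-stimulated genes had -0.63. That fit called 8 of the 20 lists for the interaction. Fatty acid and triglyceride synthesis had -0.52, female-biased liver genes -0.35, urea cycle and amino acid catabolism -0.33, the circadian clock and its output -0.27, bile acid synthesis and transport -0.24, and targets of the xenobiotic receptors CAR and PXR -0.18. Targets of PPAR-alpha with fatty acid oxidation had 0.23 and cytosolic ribosomal proteins 0.14. By library size alone, which moved the median of all genes to 0.23, the list of xenobiotic receptor targets had a median of 0.019.

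GC content did not account for most of the 11 lists. With the GC trend of each library removed, 10 of them kept their call and direction. Without the 2 shallow female libraries only 6 kept it, in a fit with 10 libraries in place of 12. For the rest, the shallow libraries and the loss of power from fewer animals could not be told apart. What the calls needed was the preset correlation. Estimated from the data, the correlation between members of a list had a median of 0.24 over these lists, from 0.060 to 0.68, where the preset value is 0.01, and 0 of the 20 lists passed under it or under fry. Genes of a list that vary together from animal to animal are therefore a candidate explanation for the number of calls. Regrouping the libraries points the same way: 21 of 100 splits of the females and of the males, the real one included, gave as many lists for the interaction. Biological differences between the sexes in their response to IVF remain possible and were not shown.

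For interferon-stimulated genes the interaction median was -0.89 with the GC trend removed, -0.76 without both shallow libraries, and -0.63 in the fit nearest 0 among those that each left out 1 library, the one without IVF female replicate 1. None of these explanations accounted for the difference alone. The unadjusted p-value of this list was 0.0166 under fry and 0.0118 under an estimated correlation, and the Benjamini-Hochberg adjusted p-values were 0.332 and 0.237. With the clock index as a covariate, the median in females was 0.37, against 0.57 without it. In males the median of -0.22 moved to -0.098 and lost its call without natural male replicate 2. A response of interferon-stimulated genes to IVF with opposite directions in females and males could be real, and it would need more animals to separate from chance.

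For the acute phase response in males, the median of -0.90 became -0.88 with the GC trend removed and -0.59 without natural male replicate 2, which gave the value nearest 0 of the 6 fits that left out 1 library. A single animal did not account for the difference. The response may instead reflect inflammation in a pair of natural animals rather than the mode of conception. Lcn2, chosen after its values were seen, ranged from 14.7 to 1615 CPM in natural males and from 13 to 57.2 CPM in IVF males, and Saa3 from 6.26 to 174 CPM and from 4.00 to 13.9 CPM. No test here separates this from an effect of IVF.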

How the results depend on the processing

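The covariate for the shallow libraries, the GC correction, voom with quality weights and the fit without Rn45s were chosen after the results were seen, and the other settings before the data were examined. The choice of test changed the number of genes for IVF. With DESeq2's Wald test, 4 genes were called in females, 2 in males, 6 for the interaction and 4 for the average, against 0, 1, 0 and 1 in edgeR's test, which had 488, 355, 511 and 355 genes at an unadjusted p under 0.05. DESeq2 also called unchanged genes in the simulated data, 36 in females. With limma voom, 0 genes were called in males and 0 for the average, and with the GC correction 0 for the average. These leave Abcd2 just past the threshold, with Benjamini-Hochberg adjusted p-values of 0.106 and 0.0939 in limma voom and 0.0916 in edgeR with the GC correction. Over all 7 alternatives these p-values, with Benjamini-Hochberg adjustment, went from 8.79e-16 to 0.106 in males and from 6.41e-13 to 0.0939 for the average. The other planned and added settings gave the same numbers of IVF genes as edgeR's main setting. A fit with the clock index as a covariate, run as a test of 1 explanation and chosen after the results were seen, called 0 genes for the average and 1 in males. Leaving out 1 library gave from 0 to 1 genes in males and from 0 to 1 for the average, and 0 throughout in females and for the interaction. Among named genes the 7 alternatives other than leave-outs changed 10 of 147 values in their side of the threshold, 3 weaker and 7 stronger, and none in direction. All 7 stronger ones came from DESeq2. The leave-outs changed 6 of 144, all weaker and all of Abcd2.

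Between males and females the counts depended on the setting. In natural animals, where the main count was 234 genes, library size alone gave 510, DESeq2 648, 1 surrogate variable 407, and an adjusted p-value under 0.1 gave 442. The added settings gave 458 with the covariate for shallow libraries, 475 with that covariate and the GC correction, and 382 with voom quality weights. The fit to the 6 libraries alone gave 139, and leaving out 1 library gave from 111 to 190 genes, lowest without natural male replicate 3. The clock index as a covariate gave 78 genes, the lowest count of all, and 248 in IVF animals. In IVF animals, where the main count was 289 genes, DESeq2 gave 688, 1 surrogate variable 542 and an adjusted p-value under 0.1 gave 495. The covariate gave 438, the covariate with the GC correction 501 and quality weights 638. Leaving out 1 library gave from 137 to 212 genes, lowest without IVF male replicate 3. Of the 234 genes called in natural animals, 201 were also called by library size alone, 234 by DESeq2 and 231 with the covariate. Fits with fewer libraries lowered the counts and also lost main genes: 126 of the 234 were called in the fit to 6 libraries, and 110 to 152 when 1 library was left out. The cause was not tested.

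The number of gene lists rested on how the correlation between genes was handled. With an estimated correlation 0 lists passed in females, 0 in males, 0 for the interaction and 0 for the average, and 2 in each comparison of the sexes. With fry these numbers were 0, 0, 0 and 0, with 2 in natural animals and 5 in IVF animals. Unadjusted p-values under 0.05 numbered from 1 to 2 in each IVF comparison under either. Leaving out 1 library moved the camera counts from 4 to 11 lists in females, lowest without natural female replicate 2. The range was 4 to 10 in males, 6 to 12 for the interaction and 5 to 11 for the average. Lowest were the fits without IVF male replicate 3, natural male replicate 1 and natural female replicate 2. Among the medians of the 12 list results followed in detail, 24 of 72 values under other settings were weaker, all from fry or the estimated correlation. In the leave-outs 3 of 108 were weaker, and 0 reversed. These counts leave out the fit with the clock index as a covariate. In that fit the cholesterol list averaged over the sexes had a median of -0.22, against 0.35 in the main fit. It was called in this opposite direction, with a Benjamini-Hochberg adjusted p-value of 0.016 in camera.

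The correlation of the IVF effects between the sexes moved from -0.078 to -0.38 with the filter at a mean of 1 CPM, and ranged from -0.21 to -0.057 over the fits that left out 1 library, farthest from 0 without natural female replicate 1. The cause was not tested. Beside library size alone, which moved the median log2 fold change of all genes from 0.0098 to 0.14 in males and from 0.030 to 0.23 for the interaction, no scaling changed the direction of a called list. That scaling turned around bile acid synthesis in males (median 0.0031 against -0.13) and between the sexes in natural animals (-0.11 against 0.20), where the median of all genes moved from -0.024 to -0.34. With 3 libraries per group at these depths, the simulation recovered 10.4% of the genes changed 2-fold.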

Other observations

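In this part the tests of thinning, of neighbouring genes and of the clock index between groups were set down before their results were seen. The lists of other cell types with their tests, and the fits that left out 1 library, had been fixed before the data were examined. All other tests were set down after their results were seen. The limits by which each test was judged were fixed once exploratory values had been printed, and the clock genes were chosen after the lists had been tested. Other splits of the same libraries show how the counts compare with chance. For 3 against 3 libraries there are 10 splits, the real one included, so no share can be under 0.1. In females the real split called 0 genes, which any split matches, so this count cannot be compared with chance. At an unadjusted p under 0.05 the real split had 488 genes, and 5 of 10 splits had as many. For lists, 4 of 10 gave as many. In males 1 of 10 splits gave 1 gene, the real one, and 6 of 10 gave as many lists. At an unadjusted p under 0.05 the real male split had 355 genes, and 6 of 10 splits had as many. Between the sexes 1 of 10 splits gave as many genes in natural animals and 1 of 10 in IVF animals, always the real one. For lists it was 6 of 10 and 5 of 10. For the interaction the real split also called 0 genes, so that 100 of 100 splits matched it by necessity. At an unadjusted p under 0.05 the real split had 511 genes, and 44 of 100 splits had as many. For the average, 11 of 100 splits gave at least 1 gene, and 37 of 100 gave as many lists. At an unadjusted p under 0.05, 61 of 100 had as many genes as the real split, which had 355. The smallest unadjusted p-value in edgeR's test was lowest in the real split, at 7.15e-07. The nearest other split had 1.05e-06, and no conclusion was drawn from so narrow a margin. A correlation between the effects in females and males as far from 0 as the real one came from 54 of 100 splits. This share holds for the main filter, where r was -0.078. The r of -0.38 at a mean of at least 1 CPM was not compared with splits. The female splits with the highest counts put both shallow libraries on the same side: there were 4 of these, with 0 to 16 genes called and 1923 to 3334 at an unadjusted p under 0.05. The 5 others called 0 genes, with 150 to 394 at an unadjusted p under 0.05. The real split has 1 shallow library on each side. The 100 splits of both sexes could hold any of these female splits and were not divided by them. Their shares of 44 and 61 at an unadjusted p under 0.05 are therefore not a comparison with like splits only.

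The shallow pair was examined further. Removing the GC trend from each library lowered the correlation of their deviations from 0.63 to 0.57, and that of the highest other pair, IVF female replicate 3 with natural female replicate 1, from 0.54 to 0.50, so GC content was at most a part of it, although the shift of these libraries against the other females followed GC content with a Spearman rho of -0.43 across genes. Thinning all libraries to the smallest total raised the correlation to 0.71, which argues against counting noise at low depth. Transcript length had a rho of 0.0069 with the shift. The shallow libraries also had the lowest shares of Rn45s, at 0.190% in IVF female replicate 1 and 0.737% in natural female replicate 2. In the other libraries this share was at least 1.33%. A difference in RNA quality or library preparation, or in the animals themselves, remains a possible explanation and was not tested.

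For Abcd2 in IVF males several technical explanations found no support. Its log2 fold change was 3.58 with the GC trend removed. Its paralog Abcd3, at 648 CPM in IVF males the more abundant transporter, changed by 0.019 ± 0.21 (SE) on the log2 scale, so a share of its reads could not give the rise. RNA from adipocytes, which express Abcd2, would bring Adipoq, Lep, Retn and Plin1. These had at most 2 counts together in an IVF male library, against at least 126 of Abcd2. A shift of the male liver toward the female pattern by a share like that of Abcd2 is also argued against. The rise of Abcd2 equals 50.7% of its log2 sex difference in natural animals. The other genes of the female-biased list, 35 that were measurable in males, had a median log2 fold change of -0.0035 in males, with 16 of 35 higher after IVF and 2 rising by more than 1. The 5 expressed genes within 1 Mb had log2 fold changes from -0.76 ± 0.47 (SE) for Cpne8 to 0.41 ± 0.36 (SE) for Kif21a, so no neighbour rose with it. A rise of Abcd2 through its own regulation in IVF males may therefore be biological, as a hypothesis. A variant carried by the stock of either parent or by a litter remains open. The labels name no litters. The sample titles hold numbers whose meaning is not stated and 1 leading number occurs in both an IVF female and an IVF male, so shared litters were not tested.

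The cholesterol list in females followed a measure of the circadian clock. An index was made from 10 clock genes that peak toward evening minus 4 that peak toward morning. It was 0.39 ± 0.85 (SD, n = 3) in IVF females and -1.48 ± 1.40 (SD, n = 3) in natural females, with an exact permutation p of 0.2. In males it was 0.53 ± 0.36 (SD, n = 3) and 0.56 ± 0.54 (SD, n = 3). Over the 6 females, Pearson's r of the index with the score of cholesterol biosynthesis was 0.96, with an exact permutation p of 0.00556 and a Benjamini-Hochberg adjusted value of 0.105 over the 19 lists compared. Spearman's rho was 0.94, with an exact permutation p of 0.0167, or 0.158 after adjustment. Without the 2 females farthest from the median index r was 0.96. Within IVF females alone r was 0.96 and within natural females 0.99, over 3 animals each. Over the 6 males r was 0.65, with an exact permutation p of 0.169. With the index as a covariate the list median in females was -0.15, against 0.97 without it. The index was not specific to this list: fatty acid and triglyceride synthesis had an r of 0.93, xenobiotic receptor targets 0.85, interferon-stimulated genes 0.83 and the unfolded protein response 0.75. The Benjamini-Hochberg adjusted exact permutation p-values were 0.105, 0.224, 0.149 and 0.227. Index and group overlap in these 6 animals, so the covariate also removes a part of any IVF effect. The time of day or the feeding state at collection may thus lie behind the cholesterol difference. Whether IVF itself shifts the clock cannot be told apart from the time of collection, which the labels do not give. GC content, the shallow libraries and a single animal did not account for this difference alone. The list median was 0.93 with the GC trend removed and 0.77 without both shallow libraries, and the value nearest 0 among the fits that left out 1 library was 0.68. Chance differences between animals remain possible, given the exact permutation p of 0.2 for the scores.

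Among the 10 lists of other cell types, limma's camera with the preset correlation called 1 in females, the erythroid list, lower after IVF with a median of -0.95. In males it called 4, all lower: hepatocyte (-0.24), macrophage and Kupffer cell (-0.35), endothelial cell (-0.20) and hepatic stellate cell and fibroblast (-0.22). With an estimated correlation or fry 0 of the 10 were called in either sex. In females 0 had an unadjusted p under 0.05 and in males 1 in each test.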
